# Discovery of genes and proteins possibly regulating mean wool fibre diameter using cDNA microarray and proteomic approaches

**DOI:** 10.1038/s41598-020-64903-7

**Published:** 2020-05-07

**Authors:** Jinshan Zhao, Huaiyuan Qin, Jingjing Xin, Nan Liu, Rongwei Han, F. M. Perez-Campo, Hegang Li

**Keywords:** Gene expression, Proteomics, Transcriptomics

## Abstract

Wool fibre diameter (WFD) is one of the wool traits with higher economic impact. However, the main genes specifically regulating WFD remain unidentified. In this current work we have used Agilent Sheep Gene Expression Microarray and proteomic technology to investigate the gene expression patterns of body side skin, bearing more wool, in Aohan fine wool sheep, a Chinese indigenous breed, and compared them with that of small tail Han sheep, a sheep bread with coarse wool. Microarray analyses showed that most of the genes likely determining wool diameter could be classified into a few categories, including immune response, regulation of receptor binding and growth factor activity. Certain gene families might play a role in hair growth regulation. These include growth factors, immune cytokines, solute carrier families, cellular respiration and glucose transport amongst others. Proteomic analyses also identified scores of differentially expressed proteins.

## Introduction

Sheep fleece is a raw material extremely important for the textile industry. Since fibre diameter is one of the most economically significant attributes of sheep wool, the identification of genes regulating this characteristic would offer the opportunity to increase productivity and improve product quality and diversity. This could be achieved by developing breeding programs or through the production of transgenic lines with enhanced characteristics. Besides, drugs can also be develop in order to modify wool fiber properties through gene expression control^1^.

The single nucleotide polymorphisms (SNPs) and quantitative trait loci (QTLs), as well as the molecular mechanisms regulating wool and cashmere growth have been the subject of several studies^1–5^. In mammals, certain gene families, such as those encoding TNFs (tumor necrosis factors), TGFs (transforming growth factors), FGFs (fibroblast growth factors) or proteins involved in WNT signaling, have been previously linked to the development of hair follicle, as well as to hair morphogenesis and cycling^6,7^. Moreover, some molecular aspects of primary wool follicle initiation have been recently reported in Merino sheep^8^.

Microarray and other transcriptome analysis techniques have been successfully employed to analyze the properties of hair follicle stem cells in both mouse^9,10^ and human^11,12^. Different traits, such as resistance to parasites, mammary glands development and milk quality^13–15^, wool follicle development^16^, fleece resistance to rot^17^ or wool and skin pigmentation^18^ have also been studied on sheep and goat using microarrays^19,20^. MicroRNAs putatively involved in goat and sheep hair formation have been identified in the skin of these animals using this approach^21–23^. In addition to microarrays, RNA-sequencing (RNA-seq) has also been used to identify genes differentially expressed in cashmere goat skin during hair follicle initiation and cycling^24^. In fact, the comparative analysis of gene expression in primary and secondary follicles of a cashmere goat, using this technique, identified 51 differentially expressed genes^25^.

RNA-Seq was also recently used to find genes displaying differential expression in diverse sheep tissues^26^, including whole skin, and also between various sheep flocks producing wool with different diameters^27^. Besides, several studies have confirmed the effectiveness of cDNA microarray for establishing the expression profiling of different wool follicle growth stages in whole skin^28–32^.

Mean Wool Fibre diameter (MFD) is one of the main economic traits of wool. To explore the molecular mechanisms regulating MFD, the expression profiles of different stages of embryonic and adult sheep skin have been investigated through scanning of expressed sequence tags (ESTs) and cDNA microarray^16,32,33^. Mutations and epigenetic and post-translational modifications of any ligands or receptors in certain signalling pathways might also influence MFD^1,34^. However, the major pathways regulating MFD still remain unknown.

The Aohan fine wool sheep breed, developed in inner Mongolia, is an excellent sheep breed in terms of meat and wool production. This breed is also highly resistance to disease and to harsh environment and its wool has optimal traits: one animal yields up to 9 kg per year, with a wool length up to 10.5 cm, and a MFD lower than 22μm. Consequently, Aohan fine wool sheep could be regarded as a valuable resource for fine wool production. Only a few works have investigated the genetic characteristics of this particular sheep breed^28,29,32^. The aim of this present work was to explore and compare the gene expression profile of body side skin of Aohan fine wool sheep to its counterpart from small tail Han sheep, a breed producingcoarse wool, during wool follicle anagen phase. We performed both transcriptome and proteome analysis in order to pinpoint the genes and proteins potentially controlling wool diameter in wool sheep.

## Results

### Microarray analysis

All data obtained from the cDNA microarray have been submitted to NCBI’s Gene Expression Omnibus and are available through GEO Series accession number GSE85844 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85844). 

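RNA from full-thickness body side skin of 3 Aohan fine wool sheep and 3 small tail Han sheep, 1 ram and 2 ewes of each breed at 12 months of age, was hybridised to 1-colour Agilent sheep arrays, 1 array per animal. The labels do not tell which animal of a breed was the ram, so sex was left out of the model. The sheep of each breed shared 1 sire, so the breed and the sire's family cannot be told apart in these arrays. The 3 arrays of each breed were scanned in a session of their own, and scan session and breed cannot be told apart either. Each array held 15744 spots, of which 15208 were not controls, for 15008 different probes. The probes well above background numbered 12965, 11055 and 12582 on the small tail Han arrays and 10774, 13418 and 11941 on the Aohan arrays. The 75th percentile of the processed intensity was 2309, 1837 and 1747 in small tail Han sheep and 1103, 2048 and 1131 in Aohan sheep, and no spot was saturated. The deposited scanner files hold intensities that the authors' Agilent Feature Extraction software had background-corrected. From these, log2 signals were taken relative to each array's 75th percentile and spots of 1 probe were averaged. Probes well above background on at least 3 of the 6 arrays were tested with limma, and a probe passed at a Benjamini-Hochberg adjusted p under 0.05. Changes are given as Aohan minus small tail Han on the log2 scale, with the standard error (SE) of the fit.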

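Of 12481 probes tested, 945 were higher and 948 were lower in Aohan fine wool sheep than in small tail Han sheep. The largest rises were at A_70_P001411, which Table S1 describes as a mammary gland cDNA (log2 change 7.67), and at A_70_P017031, which it describes as the MHC class II gene DQB1 (log2 change 7.56). Among genes with a symbol, CSN2 (beta-casein) rose by 4.86 at 1 of its 2 probes, LYZ (lysozyme, LYZ A_70_P051227) by 2.88, LOC443321 (lysozyme 2a) by 2.67 and LTF (lactoferrin) by 2.64 on the log2 scale. The immunoglobulin kappa chain LOC100037688 rose by 2.59. CSN2 was well above background on 1 of 3 small tail Han arrays, and LYZ did not pass at this probe with the series matrix values (adjusted p = 0.285). The largest falls were at A_70_P057671 (log2 change -4.87) and A_70_P005116 (-4.32), which have no symbol. TTR (transthyretin) changed by -3.67, TKDP5 by -2.86, C2H9orf3 by -2.78 and the beta-defensin SBD2 by -2.76. On the Aohan arrays, TTR, TKDP5 and A_70_P005116 were each well above background on 1 of 3, and SBD2 and A_70_P057671 on 2 of 3. With normexp the changes of CSN2, TTR, TKDP5, SBD2 and A_70_P005116 were 2.09, -1.76, -1.46, -1.56 and -2.39. Of the 1893 probes, 615, 566 and 570 also passed the methods' t-test with Benjamini-Hochberg adjustment on 3 sets of values (the scaled signals, quantile values and the series matrix values). CSN2 and LYZ did not pass any of these 3 forms, TTR did not on the last 2 sets and TKDP5 did not on the first. The 1893 probes that passed are 15.2% of those tested, 1046 of them changed more than 2-fold, and 3675 probes had an unadjusted p under 0.05. The values of both breeds did not overlap at 4271 probes (34.2%, where chance gives 10%). Of the 702 probes of Table S1, 687 were tested, 687 changed in the direction Table S1 gives and 568 passed. Table S1 comes from the same arrays, so this match is not independent evidence. The number of probes that passed was 780 without small tail Han replicate 2, 944 without small tail Han replicate 3 and 1062 without Aohan replicate 3. On simulated data of the same size, 97 of 100 probes changed by a log2 of 2 and 42 of 100 changed by a log2 of 1 passed. Far fewer probes were changed there than passed in the real data, so these shares need not carry over.

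**Figure D1:**
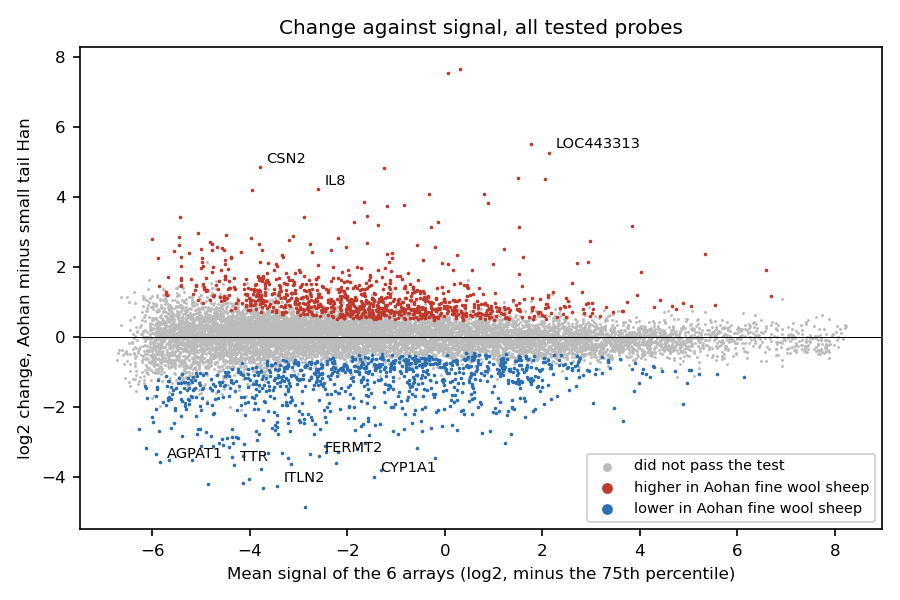
Log2 change (Aohan minus small tail Han) of each tested probe against its mean log2 signal over the 6 arrays, relative to the 75th percentile. Red points (945) and blue points (948) passed as higher or lower in Aohan sheep, grey points did not, and probes that passed lie over the whole range of signal.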

702 probes showed differential expression in the body side skin of the two sheep breeds in the anagen stage (time in August), including 280 probes up-regulated and 422 probes down-regulated in the comparisons of Aohan fine wool sheep versus small tail Han sheep (A/H), as shown in Table S1. 

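Among the 1893 probes that differed between the breeds, 111 carry a RefSeq accession that the sheep reference names, for 88 gene symbols, with 62 probes higher and 49 lower in Aohan sheep. A further 87 are named only by a symbol in Table S1, and 1695 have no gene name. Of all probes on the array, 758 carry a RefSeq mRNA accession, and 734 of these were found in the reference (assembly ARS-UI_Ramb_v3.0), for 476 symbols. Named probes passed at about the rate of the others, 18.0% against 15.0%. In Table S1 itself, 141 probes have a symbol (70 up and 71 down, for 132 symbols) and 561 have none.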

Due to a lack of information, the majority of probes (560) were not assigned to specific genes/transcripts. The total number of annotated genes/transcripts was 135, of which 67 were up-regulated and 68 were down-regulated. In A/H, 2 genes, namely LOC443313 and interleukin-8 (IL8) were up-regulated by more than 10-fold, while 5 genes, namely intelectin 2 (ITLN2), 1-acylglycerol-3-phosphate O-acyltransferase 1 (AGPAT1), cytochrome P450 family 1 subfamily A member 1 (CYP1A1), fermitin family member 2 (FERMT2) and LOC101104557, were down-regulated by more than 10-fold.

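Changes above 10-fold were seen at 42 of the probes that passed, 19 higher and 23 lower in Aohan fine wool sheep, and 10 of these probes have a gene symbol. LOC443313, a small proline-rich protein, was 38.8-fold and 22.9-fold higher at its 2 probes. CSN2 was 29.1-fold higher at 1 probe, while its other probe, well above background on all 6 arrays, had a log2 change of 0.060 (adjusted p = 0.934). IL8 (CXCL8 in the reference) was 18.7-fold higher at 1 probe and 4.83-fold higher at another. The falls were 19.3-fold for ITLN2, 15.9-fold for CYP1A1, 12.7-fold for TTR, 10.7-fold for FERMT2 and 10.2-fold for LOC101104557. AGPAT1 was not well above background on any Aohan array, so only a bound holds, and on the scaled signals it was at least 4.04-fold lower in Aohan sheep. With normexp the log2 change of AGPAT1 was -1.09, smaller than this bound, and it did not pass (adjusted p = 0.0665). Only 2 of 3 arrays of the lower breed measured IL8 at the first of its probes, ITLN2 and LOC101104557, and 1 of 3 measured CSN2 and TTR. For 5 of the 42 probes the Aohan arrays gave only such a bound, taken against the lowest signal among probes well above background, and 0 of the 5 bounds exceeded 10-fold. The number of probes above 10-fold was 13 with the normexp background correction and 21 among probes well above background on all 6 arrays. With normexp the log2 changes of CSN2, IL8, ITLN2, CYP1A1, TTR, FERMT2 and LOC101104557 were 2.09, 2.63, -2.54, -3.37, -1.76, -2.44 and -2.41, so that of these only CYP1A1 stayed above 10-fold.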

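Growth and transcription factors of Table S2 moved both ways between the breeds. VEGFA had a log2 change of -1.03 (SE 0.15, adjusted p = 0.00289) and CREBZF one of -1.25 (SE 0.14, adjusted p = 0.000670) in Aohan fine wool sheep. LOC494431, the transcription factor YY1, rose by 1.02 (SE 0.16, adjusted p = 0.00389), and TFAP2A rose by 0.76 (SE 0.14, adjusted p = 0.00951) at 1 probe and by 0.17 (adjusted p = 0.510) at its other probe. FGF2 rose by 0.93 (SE 0.22, adjusted p = 0.0253) at the probe of Table S2 and by 0.40 (adjusted p = 0.255) at its other probe. FGF2 did not pass without small tail Han replicate 2 (adjusted p = 0.110), Aohan replicate 2 (0.0607) or Aohan replicate 3 (0.0950), nor with normexp (0.483) or the methods' adjusted t-test on the scaled signals. ETS2, with a change of 0.39, did not pass (SE 0.20, adjusted p = 0.223). Cell cycle genes were divided, with CDK1 higher by 0.73 (adjusted p = 0.0147) and its inhibitor CDKN1C lower, at -0.73 (adjusted p = 0.0115). CCND2, at 0.36, did not pass (adjusted p = 0.105). CDK1 was lost without small tail Han replicate 2 (adjusted p = 0.0786), small tail Han replicate 3 (0.0740) or Aohan replicate 3 (0.0536) and with normexp (0.191), and CDKN1C without small tail Han replicate 2 (0.0709). Of the 5 cell cycle genes tested as a list, 1 was higher and 1 lower, also when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.821). UBE2E1 and LOC101122127 stand for ubiquitin in Table S2, and LOC101122127 did not pass, with a change of 0.48 (SE 0.29, adjusted p = 0.311). CYP17A1, of steroid synthesis, rose by 1.27 (SE 0.17, adjusted p = 0.00170) and by 1.59 at its other probe (adjusted p = 0.00517).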

Several gene families involved in the regulation of different aspects of hair follicle growth displayed differential expression in A/H (see Table S2). These include growth factors, solute carrier families, immune cytokines, cellular respiration and glucose transport among others.

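Solute carriers and glucose transporters changed in both directions between the breeds. SLC35F2 had a log2 change of -2.68 (SE 0.20, adjusted p = 0.000110) in Aohan fine wool sheep, and SLC38A2 one of 2.56 (SE 0.33, adjusted p = 0.00166), measured above background on 1 of 3 small tail Han arrays. The fructose transporter SLC2A5 changed by -2.43 (SE 0.22, adjusted p = 0.000219) at 1 of its probes. The sodium and glucose cotransporter SLC5A1, which Table S2 does not list, rose by 1.83 (SE 0.28, adjusted p = 0.00381). GLUT-1 fell by 0.96 on the log2 scale (SE 0.15, adjusted p = 0.00459), while another glucose transporter, SLC2A3, changed by 0.05 (adjusted p = 0.886). For cellular respiration, the ADP carrier SLC25A4 fell by 0.70 (SE 0.14, adjusted p = 0.0111) and the proton pump subunit ATP6V1B2 fell by 0.94 (SE 0.17, adjusted p = 0.00740). SLC25A4 was lost without small tail Han replicate 2 (adjusted p = 0.0572) or replicate 3 (0.0634) and with normexp (0.0761). SLC25A20, a carnitine carrier, rose by 0.77 (adjusted p = 0.0159) and was lost without small tail Han replicate 3 (0.0718). SLC5A1 and SLC25A20 did not pass any of the 3 adjusted forms of the methods' t-test, nor ATP6V1B2 the one on the scaled signals, and with normexp SLC5A1 was at 0.96 and SLC38A2 at 1.09. Of 22 solute carriers tested as a list, 4 were higher and 2 lower (4 and 2 adjusted over the list alone). SLC25A17 and SLC11A1, also higher, were named after their values were seen and passed none of these forms either. Of 7 genes of cellular respiration 1 was lower (1 over the list alone), and of 3 of glucose transport 1 was higher and 1 lower (1 and 1 over the list alone). These lists hold only genes with a RefSeq name, so SLC35F2, SLC38A2, GLUT-1 and ATP6V1B2, which passed, are outside their counts. None of these 3 lists passed camera (adjusted p = 0.945, 0.821 and 0.938), and for glucose transport the median change was 0.05 while the mean was -0.18, with the median at -0.28 under normexp.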

### Validation of microarray results by qPCR

In order to verify the previous results, we selected 8 differentially expressed (DE) genes, including IL8, cytochrome P450 family 1 subfamily A member 1 (CYP1A1), UBE2E1, SLC2A5, PNRC1, AMP18, VCAM1 and CD1D, to analyse their expression profiles by quantitative PCR (qPCR). The selection criterion for qPCR-validated transcripts is the extent of fold-change of differential expression. IL8 and CYP1A1 were included into the category of high fold-change (>10), while UBE2E1, SLC2A5 and PNRC1 were classified as medium fold-change (3–10), then AMP18, VCAM1 and CD1D were chosen as two representatives of low fold-change category (<3). As illustrated in Fig. 1, the qPCR results for all the genes analysed were in agreement with the microarray results. This clearly highlights the reliability of our microarray data.

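Array signals of the 8 genes measured by qPCR separated the breeds at each tested probe. IL8 was at -0.48 ± 0.35 (SD, n = 3) in Aohan fine wool sheep and -4.71 ± 0.44 (SD, n = 3) in small tail Han sheep, in log2 signal relative to the 75th percentile. This is a log2 change of 4.23 (SE 0.27, adjusted p = 5.45e-05), with 2.27 (SE 0.19) at its other probe. PNRC1 rose by 2.69 (SE 0.27, adjusted p = 0.000396) and VCAM1 by 0.96 (SE 0.20, adjusted p = 0.0151). CYP1A1 was at -3.44 ± 0.36 (SD, n = 3) in Aohan sheep against 0.55 ± 0.16 (SD, n = 3), a log2 change of -3.99 (SE 0.21, adjusted p = 2.52e-05). SLC2A5 changed by -2.69 (SE 0.30), UBE2E1 by -1.79 (SE 0.24) and CD1D by -1.36 (SE 0.17), with adjusted p of 0.000670, 0.00170 and 0.00139. IL8 was well above background on 2 of 3 small tail Han arrays and SLC2A5 on 2 of 3 Aohan arrays. AMP18 (GKN1 in the reference) was lower in Aohan sheep at both tested probes, with log2 changes of -1.18 (SE 0.22, adjusted p = 0.00993) at A_70_P030186 and -1.11 (SE 0.20, adjusted p = 0.00767) at A_70_P030187. Its probe A_70_P018651 was not well above background on any array and was not tested. With normexp the AMP18 probes did not pass (adjusted p = 0.234 and 0.0636). VCAM1 did not pass with normexp (adjusted p = 0.430), without small tail Han replicate 2 (0.0719) or without Aohan replicate 3 (0.0633). At each tested probe all 3 sheep of 1 breed lay above all 3 of the other (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The paper chose these genes by their fold change on the same arrays, so this separation is not independent evidence.

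**Figure D2:**
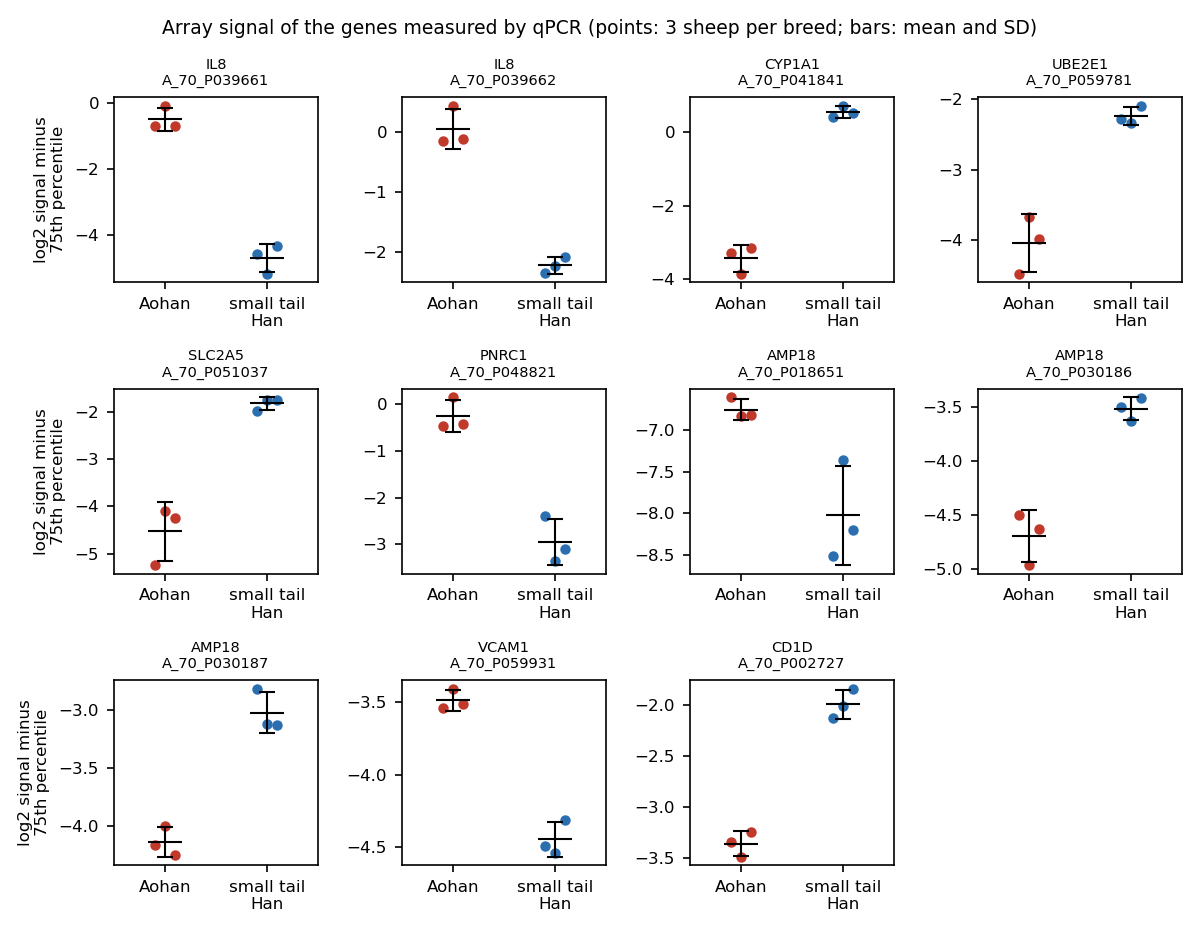
Log2 array signal relative to the 75th percentile in each sheep at the probes of the 8 genes measured by qPCR (points, 3 sheep per breed; bars, mean and SD; vertical axes differ between panels and do not start at 0). The 3 sheep of 1 breed lie above the 3 of the other at each probe, and A_70_P018651 was not well above background on any array.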

**Figure 1:**
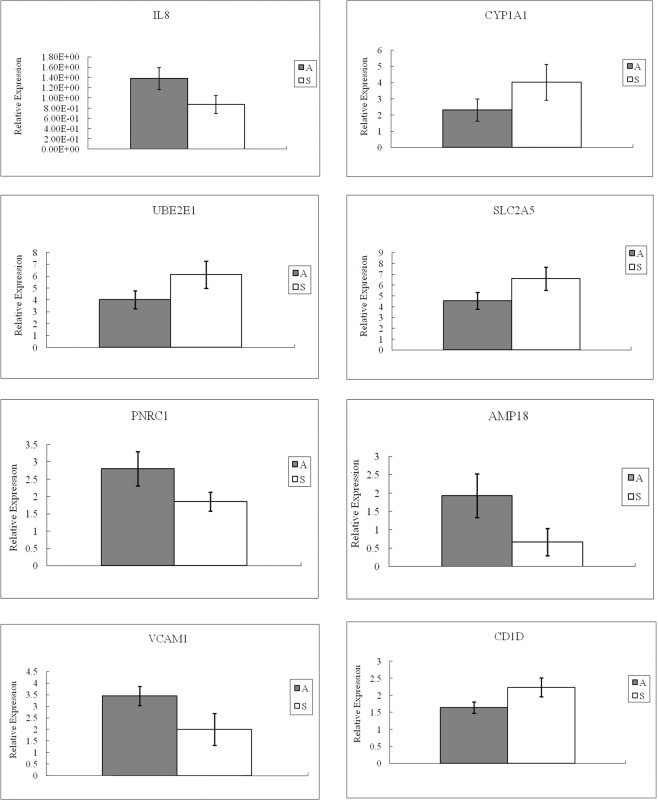
q-PCR validation of the microarray data. *P* values (T-test) of the q-PCR data are 0.005 (IL8), 0.015 (CYP1A1), 0.006 (UBE2E1), 0.006 (SLC2A5), 0.004 (PNRC1), 0.003 (AMP18), 0.003 (VCAM1) and 0.005 (CD1D), respectively. Error bars show the standard errors of the mean estimates.

### Hierarchical cluster and biological process Gene Ontology (GO) analyses and possible gene networks

In order to further compare the two sheep breeds in terms of expression patterns of protein-coding genes, we carried out a cluster analysis using the Cluster 3.0 tool. This analysis was able to discriminate the body side skin from Aohan fine wool sheepfrom that of the small tail Han sheep (A/S) (Fig. 2).

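Clustering of the 6 arrays over the tested probes, not only those that differ, put the 3 Aohan fine wool sheep in 1 cluster and the 3 small tail Han sheep in the other. Correlations between arrays were 0.979 or more within Aohan sheep, 0.984 to 0.991 within small tail Han sheep and 0.957 to 0.974 between the breeds. The mean distance (1 minus Pearson's r, average linkage, over 12410 probes with a value on every array) was 0.0335 between the breeds and 0.0136 within them. The separation of 0.0199 was the largest of the 10 splits of 3 against 3 (exact permutation test, p = 0.1, the smallest this design allows). The first principal component held 56.8% of the variance, with the small tail Han arrays at -44.7 to -25.4 and the Aohan arrays at 31.0 to 45.6, and the second held 20.1%.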

**Figure 2:**
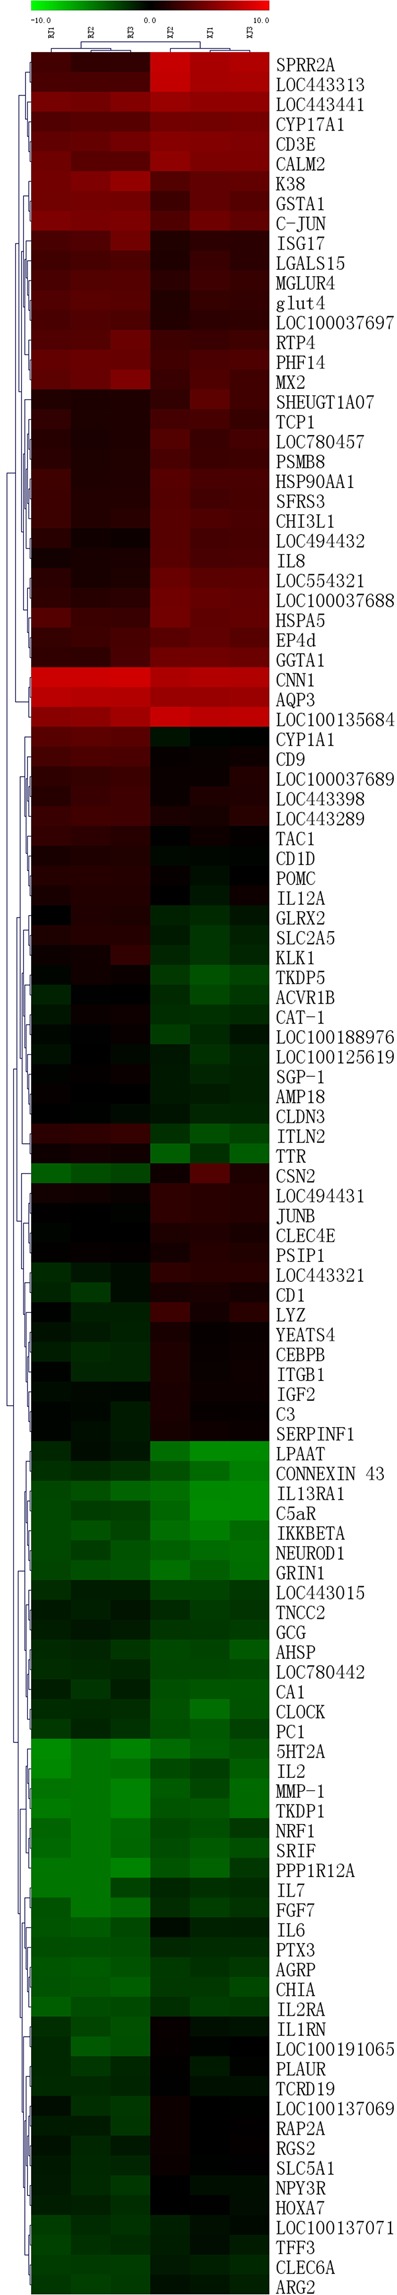
Hierarchical cluster analysis of data between body side skin parts of the Aohan fine wool sheep and small tail Han sheep in anagen phase. Each column represents one sheep, and each horizontal line refers to a gene. Colour legend is at the top of the figure. Red indicates genes with a greater expression relative to the geometrical means, green indicates genes with a lower expression relative to the geometrical means. XJ1, XJ2 and XJ3 represent three repeats of body sideskin of Aohan fine wool sheep; RJ1, RJ2 and RJ3 represent three repeats of body sideskin of small tail Han sheep.Hierarchical cluster analysis of the data indicate that XJ1, XJ2 and XJ3repeats are classified in a tight cluster apparently different from anothercluster containing RJ1, RJ2 and RJ3.

An important number of the differentially expressed genes belonged to three specific signalling pathways: PI3K-AKT pathway, JAK-STAT pathway and FOXO pathway. 

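The gene lists were written before the deposited data were examined. They hold genes that the paper reports from these same arrays, such as IL8 and CYP1A1, so they are not independent of its results. In the PI3K-AKT list, 1 of 13 tested genes was higher in Aohan fine wool sheep at the probe that stands for the gene (1 adjusted over the list alone). This was the integrin subunit ITGB1, with a log2 change of 1.72 (SE 0.38, adjusted p = 0.0181). At any probe 2 of 13 were higher, with FGF2. The next members by p were LPAR1, at 0.49 (adjusted p = 0.0681), BCL2L1, at 0.98 (adjusted p = 0.119), and ITGAV, at 0.33 (adjusted p = 0.184). In the FOXO list 1 of 4 genes was higher (1 over the list alone), TGFB1, at 0.82 (SE 0.18, adjusted p = 0.0193). Of 8 JAK-STAT genes none passed limma (0 adjusted over the list alone, 1 at an unadjusted p under 0.05), with BCL2L1 again smallest in p, then MYC (adjusted p = 0.415) and GHR (adjusted p = 0.552). These lists hold only genes with a RefSeq name. They leave out VEGFA (log2 change -1.03), SGK3 (0.92), SOD2 (1.76) and SPRY1 (-1.41), drawn in colour in Fig. 3, which passed. The counts therefore do not cover all genes that the paper draws in these pathways. ITGB1 did not pass without small tail Han replicate 2 (adjusted p = 0.0695) or 3 (0.0648) or Aohan replicate 2 (0.0554) or 3 (0.0525), nor TGFB1 without small tail Han replicate 2 (0.0835) or 3 (0.0843), and neither passed the methods' adjusted t-test on any of the 3 sets of values. The adjusted p of camera was 0.282 for PI3K-AKT, 0.751 for FOXO and 0.938 for JAK-STAT. Over all 22 lists tested, 0 passed camera with its preset correlation, 0 with an estimated correlation and 0 with fry for a shift in 1 direction, while 5 had an unadjusted camera p under 0.05 and 13 passed fry for change in either direction.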

Figure 3 shows the likely interplays between the differentially expressed genes of these three pathways. These interactions participate in apoptosis and cell cycle.

**Figure 3:**
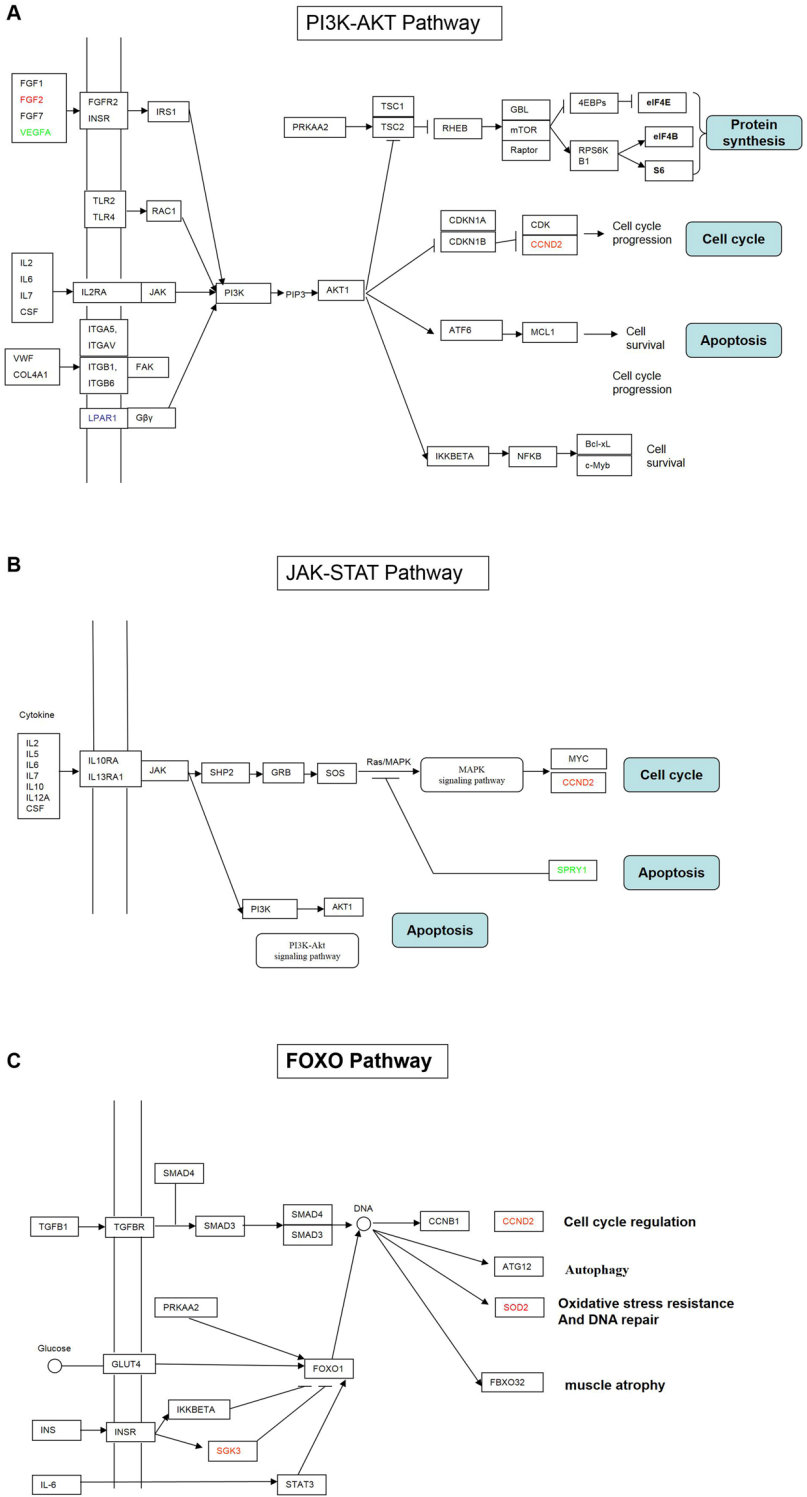
Biological pathways having more differentially expressed genes. (**A**) PI3K-AKT Pathway; (**B**) JAK-STAT Pathway; (**C**) FOXO Pathway. Gene name in red in the gene box indicates higher gene expression in A/S, green indicates lower gene expression, and black indicates no change of the gene expression.

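Genes drawn in colour in Fig. 3 mostly differed in the direction of their colour. Of 4 genes in red, 3 were higher in Aohan fine wool sheep: FGF2, SOD2 with a log2 change of 1.76 (SE 0.20, adjusted p = 0.000723) and SGK3 with 0.92 (SE 0.16, adjusted p = 0.00700). CCND2, the other red gene, did not pass. Both genes in green were lower, VEGFA and SPRY1, the latter with a change of -1.41 (SE 0.22, adjusted p = 0.00444). SGK3 did not pass with normexp (adjusted p = 0.193), nor FGF2 and SPRY1 the methods' adjusted t-test on the scaled signals, nor SPRY1 that on quantile values. LPAR1 is drawn in blue, which the legend does not name. Of 45 single genes in black, 17 had a tested probe with a RefSeq name, 10 of these did not pass, 6 were higher and 1 was lower. They were named after their values were seen: IL6, IL7, ITGB1, IL5, IL10 and TGFB1 were higher, and IL12A was lower at 1 probe (log2 change -1.26, adjusted p = 0.0345) but not at its other (0.16). None of these 7 genes passed the methods' adjusted t-test on any of the 3 sets of values. Colours and names were read from the picture, and boxes for families or complexes were left out.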

### Quantitative comparison and protein identification on 2-DE Gels

To pinpoint the differences between body side skins of the two sheep breeds at the protein level, we performed 2D gel electrophoresis with samples for each group in triplicate. Representatives of the results obtained are shown in Fig. 4. Ninety-nine protein spots showed significant differences in terms of expression levels (p < 0.05) between the AS and SS groups. Some of the spots showing significant differences could not be identified by MALDI-TOF/Mass Spectrometry analyses owing to incomplete polypeptide fragments, and some of them were too low in abundance to produce meaningful data. MALDI-TOF/MS analyses allowed the identification of a total of 51 proteins. A list of these proteins including accession numbers and protein/gene names is shown in Table S3. 

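Transcript and protein changes were set side by side for the genes named in Table S3. Of 52 gene names in the table, 18 have a tested probe with a RefSeq name, and 17 of these also have spot volumes in both groups. CFL1 (cofilin), SERPINF1 and TPM1 (tropomyosin), named after their values were seen, were the 3 whose transcript differed. Across the 17 genes, Pearson's r between the log2 transcript change and the log2 ratio of spot volumes (AS over SS) was -0.218 (SE 0.24, permutation test, two-sided, p = 0.381). Spearman's rho was -0.348 (permutation test, p = 0.171). Of the 17 genes, 3 changed in the same direction in both measures, and 14 do with the ratio column taken as AS over SS. The correlation runs across genes, which are not independent replicates. In the 95 spots with a ratio, the ratio column of Table S3 equals SS over AS, and read as AS over SS it gives r = 0.218 and rho = 0.348. The spot volumes are the paper's.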

Correlation coefficient between transcriptome and proteome data is 0.1634. 

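At the transcript level, 3 of the 18 proteins of Table S3 with a tested probe differed between the breeds. CFL1 had a log2 change of 2.16 (SE 0.32, adjusted p = 0.00294), SERPINF1 one of 1.26 (SE 0.24, adjusted p = 0.0110) and TPM1 one of 0.92 (SE 0.22, adjusted p = 0.0256), all higher in Aohan fine wool sheep. The transcript of BMP4, at -0.50 (SE 0.18, adjusted p = 0.103), did not pass. KRT1, KRT5 and FGFR3 have no probe with a RefSeq name, and FGF18, KRT19 and KRT2.13 are not in the copy of Table S3 that was read. TPM1 did not pass without small tail Han replicate 2 (adjusted p = 0.108) or 3 (0.0981) or Aohan replicate 2 (0.0669) or 3 (0.0645), and none of the 3 genes passed an adjusted form of the methods' t-test. Table S3 gives an mRNA level itself for 8 spots.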

Not all the identified DE protein entries were differently expressed at the mRNA level. All MS data have been submitted to Peptide Atlas and are retrievable through Dataset Identifier PASS00797 (http://www.peptideatlas.org/PASS/PASS00797).

**Figure 4:**
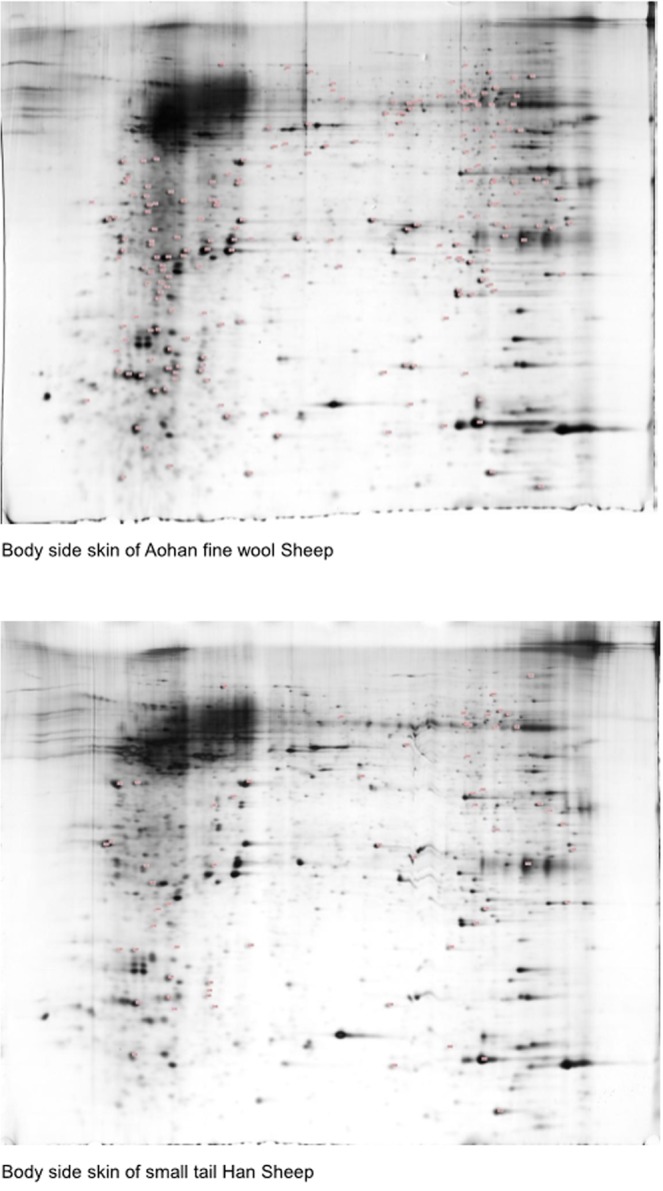
Representative image of 2-DE silver stained polyacrylamide gel.

## Discussion

### The best time point for identification of major genes determining wool fibre diameter

A reaction-diffusion mechanism controls the distribution, density and size of wool follicles^35–37^ and the size of wool follicle determines, in turn, the wool fibre diameter^35,36^. Wool fibre diameter, as well as follicle density are determinedduringthe initiation of wool follicle^35,36^, therefore primary follicles play more important roles than secondary follicles in determining wool fibre diameter. Since primary and secondary follicle development occur mainly at 50 and 80 days of gestational age, respectively^35,36^, further experiments should include the gene expression profile analysis of foetal sheep skin.

### Analysis of highly differentially expressed genes (>10-fold)

Differential expression analyses performed between the two sheep breed (A/H) showed that 2 genes (LOC443313 and IL8) were up-regulated more than 10 folds in Aohan fine wool sheep.

According to a previous study comparing gene expression in relation to different wool fibre diameters, LOC443313 (type II small proline-rich protein, SPRR) was significantly down-regulated in the super-fine wool group versus the fine wool group^27^. The SPRR proteins constitute a new class of cornified envelope precursors encoded by geneslocated within the epidermal differentiation complex (EDC) region^38^. Two SPRR1, seven SPRR2, one SPRR3 and one SPRR4 genes are found in approximately 300 kb of the EDC^39,40^. These genes are expressed in the epidermis, hair follicles (HFs) and capillaries^41,42^. In our study, LOC443313 was up-regulated more than 10 folds in A/H. This apparent contradiction to previously published data^27^ needs to be further investigated.

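LOC443313 differed between the breeds at both of its probes. Its probe A_70_P051051 was at 4.78 ± 0.30 (SD, n = 3) in Aohan fine wool sheep and -0.50 ± 0.50 (SD, n = 3) in small tail Han sheep, in log2 signal relative to the 75th percentile. This is a log2 change of 5.28 (SE 0.26, adjusted p = 2.52e-05). Its other probe, A_70_P051052, changed by 4.52 (SE 0.19, adjusted p = 1.10e-05). A_70_P068186, which Table S1 also describes as a type II small proline-rich protein, changed by 5.52 (SE 0.29). The probes were not tested for binding to other members of the family. Over all alternative settings the first probe's change lay between 4.71 and 5.52. The other tested gene of the epidermal differentiation list, SFN, changed by 0.07 (SE 0.29, adjusted p = 0.896).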

IL8 was also significantly up-regulated in the A/D (August vs December)^29^ and S/G (body side skin vs groin skin) during the active growth phase of hair follicles^32^. Human IL8 was also found up-regulated in HF after 4-HC (a chemotherapeutic drug) treatment^43^. The expressionof IL8 gene was induced by the irritants in bulge-derived keratinocytes (BDKs)^44^. IL8 expression was significantly increased in psoriatic hair follicles^45^. 

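Among 17 genes of cytokines and chemokines, 4 besides IL8 passed as higher in Aohan fine wool sheep, 1 was lower and 11 did not pass. IL6 had a log2 change of 2.41 (SE 0.44, adjusted p = 0.00880), with 2 of 3 small tail Han arrays above background, and IL5 one of 0.99 (SE 0.21, adjusted p = 0.0162). CXCL1, a chemokine of the same family as IL8, was lower, with a change of -0.78 (SE 0.15, adjusted p = 0.0119). Over the whole list 5 were higher and 1 lower (6 higher and 1 lower adjusted over the list alone; 7 of 17 genes passed at any probe, with IL12A), with a median change of 0.54. IL10 (0.79) and IL7 (2.27), the other members that passed, were named after their values were seen. IL7 was well above background on 2 Aohan arrays and 1 small tail Han array, and with normexp its log2 change was 0.36. The list's camera adjusted p was 0.0743 and ranged from 0.00859 to 0.944 over 16 alternatives, 6 of which passed; among these were leaving out small tail Han replicate 2 (0.0483), small tail Han replicate 3 (0.00859) or Aohan replicate 3 (0.0291). IL6 did not pass with normexp (adjusted p = 0.231), nor CXCL1 without small tail Han replicate 2 (0.0661) or 3 (0.0605). IL5, IL6, IL7, IL10 and CXCL1 did not pass the methods' adjusted t-test on any of the 3 sets of values.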

Altogether, these results suggest that IL8 might be involved in wool growth regulation. However, whether IL8 plays a role specifically in diameter regulation needs to be determined.

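FERMT2, which encodes an integrin adaptor, was at -4.29 ± 0.47 (SD, n = 3) in Aohan fine wool sheep and -0.88 ± 0.27 (SD, n = 3) in small tail Han sheep, in log2 signal relative to the 75th percentile. Its log2 change was -3.42 (SE 0.26, adjusted p = 0.000110). LOC101104557, described as like aldehyde oxidase, changed by -3.35 (SE 0.23, adjusted p = 8.15e-05). ITLN2, a lectin, changed by -4.27 (SE 0.34, adjusted p = 0.000129), and it and LOC101104557 were well above background on 2 of 3 Aohan arrays. FERMT2, LOC101104557 and ITLN2 passed under each alternative setting run, with changes of -3.63 to -2.44, -3.60 to -2.41 and -4.61 to -2.54. LOC100125357, a second gene with ITLN2 among its names in the reference, was also lower, at -1.17 (SE 0.26, adjusted p = 0.0204). LOC100125357 did not pass without small tail Han replicate 2 (adjusted p = 0.0518) or 3 (0.0833) or Aohan replicate 2 (0.0519) or 3 (0.0768), nor with normexp (0.0783) or any adjusted form of the methods' t-test.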

Regarding the genes that were up-regulated, our analyses showed that in A/H, 5 genes were down-regulated by more than 10-fold: ITLN2, AGPAT1, CYP1A1, FERMT2 and LOC101104557.

Expression of sheep abomasal ITLN2 is up-regulated in both mRNA and protein levels after infection with *Teladorsagia circumcincta*^46^.

AGPAT1 promotes the attachment of fatty acyl moieties to the sn-2 position of the glycerol backbone in lysophosphatidic acid during triglyceride biosynthesis^47^. 

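AGPAT1 was at -4.05 ± 0.43 (SD, n = 3) in small tail Han sheep, in log2 signal relative to the 75th percentile, and not well above background on any Aohan array. Its fitted change was -3.58 (SE 0.36, adjusted p = 0.000393). With normexp the change was -1.09, smaller than the bound on its fold, and AGPAT1 did not pass (adjusted p = 0.0665). In the list of lipid synthesis in sebaceous glands, SCD5, a fatty acid desaturase, changed by -1.05 (SE 0.26, adjusted p = 0.0273) and DGAT1, of triglyceride synthesis, by -0.65 (SE 0.14, adjusted p = 0.0159). MC5R (-0.53) and ACACA (0.45) did not pass. Of the 7 genes of this list, 2 were lower and none higher (2 and 0 adjusted over the list alone; camera adjusted p = 0.543). Of 4 adipocyte markers, none passed limma (0 adjusted over the list alone and 0 at an unadjusted p under 0.05; camera adjusted p = 0.938), with PLIN1 at -0.20, ADRB3 at -0.18, PPARG at 0.04 and LPL at 0.01. SCD5 was lost without small tail Han replicate 2 (adjusted p = 0.109) or 3 (0.101) or Aohan replicate 2 (0.0680) and in each adjusted form of the methods' t-test, and DGAT1 without small tail Han replicate 2 (0.0650) or 3 (0.0852) or Aohan replicate 3 (0.0563).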

Since fat metabolism and wool synthesis are two processes closely related, down-regulation of AGPAT1 might occur in response to alterations in the barrier lipids of the skin^26^. Interestingly, AGPAT1 was found to be down-regulated in affected tissue of patients suffering from Lichen planopilaris (LPP), a cutaneous disorder that leads to the destruction of hair follicles^48^.

Rowe *et al*.^49^ confirmed that CYP1A1 was predominantly expressed in the sebaceous gland surrounding the hair shaft. CYP1A1 was also down-regulated more than 10 folds in body side skin vs groin skin at both August and December time points^28^ (unpublished data). The expression of CYP1A1 gene was increased scalp biopsies of subjects both unaffected and affected by LPP^48^. Interestingly, CYP1A1 has found to be down-regulated in the body side skin (hair and cashmere rich) of Cashmere goatssubjected to a short photoperiod compared with natural light conditions^50^. 

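Apart from CYP1A1 itself, genes of the aryl hydrocarbon receptor and of xenobiotic metabolism did not move together. ALDH1A1 was lower in Aohan fine wool sheep, with a log2 change of -0.87 (SE 0.25, adjusted p = 0.0466), and UGT1A9 was higher, with 1.36 (SE 0.38, adjusted p = 0.0426). CYP3A24, at -0.52, did not pass (adjusted p = 0.189). Of the 6 genes of the list, 2 were lower and 1 higher (2 and 1 adjusted over the list alone), with a median change of -0.43. The camera adjusted p was 0.171, and over 16 alternatives it ranged from 0.0476 (normexp, the only one past the threshold) to 0.944. CYP1A1 passed under each alternative setting run, with a change of -4.13 to -3.37. UGT1A9 also did not pass with quantile normalization, the series matrix values, no intensity trend or any form of the methods' t-test, nor ALDH1A1 with no trend, the replicate block or the 3 adjusted forms of that test. ALDH1A1 and UGT1A9 were each lost without any 1 of the small tail Han replicates or without Aohan replicate 3 (adjusted p = 0.0713, 0.157, 0.127 and 0.0863 for ALDH1A1, and 0.0656, 0.129, 0.0970 and 0.0847 for UGT1A9).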

Why CYP1A1 expression was also down-regulated over 10 folds in A/H deserves further investigation.

### Analysis of less highly differentially expressed genes (<10-fold)

The gene encoding one cell adhesion molecule, namely vascular cell adhesion molecule 1 (VCAM1) showed differential expression in A/S, suggesting that immune signal transduction had certain universality in the growth processes of wool follicle and wool diameter regulation.

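The VCAM1 probe was dim, at -3.49 ± 0.07 (SD, n = 3) in Aohan fine wool sheep and -4.45 ± 0.12 (SD, n = 3) in small tail Han sheep, in log2 signal relative to the 75th percentile. Other genes of activated endothelium did not pass with it. EDN1 (endothelin 1) had the direction of VCAM1, with a change of 0.63 (SE 0.22, adjusted p = 0.0951). Over the alternatives EDN1 lay between 0.49 and 0.86, and it passed under 1 of them. The selectins SELE and SELP changed by -0.39 and -0.35 (adjusted p = 0.229 and 0.255), and ICAM1 by -0.23 (adjusted p = 0.714). SELP, which Table S1 lists at -0.41, passed the methods' t-test at the P value alone, as SELE did, and with adjustment on the quantile and series matrix values. Of these 4 genes of the endothelial list none passed limma (0 adjusted over the list alone and 1 at an unadjusted p under 0.05; camera adjusted p = 0.895). ICAM1 was at 0.14 without small tail Han replicate 1 and below 0 under each other setting that tested it.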

Since different CD antigens are often specifically expressed in different immune cells, so a variety of CD antigens combinations have been used to identify the types of immune cells^12^. 

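CD1D was at -3.36 ± 0.12 (SD, n = 3) in Aohan fine wool sheep and -2.00 ± 0.14 (SD, n = 3) in small tail Han sheep, in log2 signal relative to the 75th percentile. Its other probe changed by -0.84 (SE 0.24, adjusted p = 0.0504). Of 8 macrophage and dendritic cell markers, 3 were higher in Aohan sheep and none lower (4 and 0 adjusted over the list alone): LYZ at 2.44 (SE 0.43, adjusted p = 0.00736), ITGB2 at 0.95 (SE 0.18, adjusted p = 0.0108) and PLAUR at 1.36 (SE 0.36, adjusted p = 0.0366). PLAUR was well above background on 2 arrays of each breed and did not pass with normexp (adjusted p = 0.394). FCGR1A, at 0.55, did not pass (adjusted p = 0.106). Of 4 T cell markers, 2 were higher and none lower (2 and 0 adjusted over the list alone), CD3E at 1.11 (SE 0.23, adjusted p = 0.0136) and CD3D at 0.92 (SE 0.24, adjusted p = 0.0363), while LCK (0.34) and CD247 (0.37) did not pass. The median changes of 0.71 and 0.65 had camera adjusted p of 0.0743 and 0.136, which over 16 alternatives ranged from 0.0291 to 0.749 (4 passed) and from 0.0311 to 0.749 (2 passed). Without small tail Han replicate 2, CD3E (adjusted p = 0.0637), CD3D (0.118), ITGB2 (0.0560) and PLAUR (0.126) did not pass. CD3D also failed without small tail Han replicate 1 (0.0615) or Aohan replicate 1 (0.0739), 2 (0.0607) or 3 (0.0769), and PLAUR without small tail Han replicate 3 (0.0551) or Aohan replicate 2 (0.104) or 3 (0.122). Both lists passed without small tail Han replicate 3 (adjusted p = 0.0311), and the macrophage list also without Aohan replicate 3 (0.0291). LYZ, ITGB2, PLAUR, CD3E and CD3D did not pass the test of the paper's methods, with adjustment, on any of the 3 sets of values.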

Mast cells, macrophages, dendritic cells are involved in immune privilege of hair follicle^51,52^, so the differential expression of CD1D antigen in A/S suggests that it might be associated with immune privilege mechanism.

### Functional implication of differentially expressed proteins

The majority of the differentially expressed proteins found in our study were not mentioned in the previous discussion.

FGF18 protein was down-regulated in A/S. The higher expression of FGF18 in hair follicles is consistent with our studies. Interestingly, this protein is able to induce anagen hair growth when administered subcutaneously to mice in a uniform telogen state^53^.

Keratins are fibrous structural proteins that constitute the structural skeleton of epithelial cells. Keratins are further divided into cytokeratins and hair keratins. KRT1, KRT19 and KRT5 proteins were up-regulated in A/S, while KRT2.13 protein was down-regulated. KRT2.13, as a hair-like gene, was supposed to be inactive in hair follicles^54^. Dowling-Degos disease, characterized by abnormal hair follicles, is a result of at least three different loss-of-function mutations affecting the keratin 5 gene (KRT5)^55^.

Expression of FGFR3 was detected in precuticle cells surrounding the hair bulb^56^. However, in our study, we found that FGFR3 protein was down-regulated in wool bearing skin compared to the control group.

In the skin of foetal Merino sheep, BMP4 mRNA levels quickly raised at the time point of secondary follicle branching^57^. In our study, BMP4 protein was down-regulated in A/S. BMP4 was supposed to play inhibition roles in hair-follicle induction^58^. So BMP4 might play an important role in the process of wool growth.

Stratifin, a protein encoded by the SFN gene thatis required for hair follicle integrity and epidermal homeostasis^59,60^ was up-regulated in A/S. This would further support an essential role of this protein in wool follicle regulation.

### Brief discussion on sampling specificity

In our study, we used two sheep breeds, Aohan fine wool sheep, with fine wool, and small tial Han sheep, with coarse wool, as two models for researching the molecular mechanisms regulating wool fibre diameter. So the main difference between these two sheep breeds is focused on wool fibre diameter. We speculated that the major difference in terms of gene expression profiles between these two breeds was derived from differences at the wool follicles. Certainly, due to the nature of the samples used in this study, we cannot completely exclude that some differences were due to skin tissue outside the wool follicle. But according to the results of a comparative study we conducted at the same time, the differences in gene expression profiles of skin tissues other than hair follicles is relatively small (comparison of gene expression profiles in the hairless region of skin between these two sheep breeds, data not shown). 

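Marker lists for skin tissue outside the wool follicle, and a melanocyte list, were tested. Of 5 genes of fibroblasts and extracellular matrix none passed limma (0 adjusted over the list alone and 0 at an unadjusted p under 0.05), with MMP2 at -0.18, BGN at 0.16, TIMP1 at 0.15 and TIMP3 at -0.09. Of 4 skeletal muscle genes none passed (1 lower adjusted over the list alone and 1 at an unadjusted p under 0.05), with TNNC2 at -0.95 (adjusted p = 0.0687; -1.37 and 0.0219 at its other probe, which is not in the list) and PYGM at -0.34. The smooth muscle genes moved apart: CNN1 (calponin) changed by -1.31 (SE 0.24, adjusted p = 0.00939), while TPM1, which cells outside muscle also express, was higher. The red cell gene CA1 was lower, at -1.77 (SE 0.37, adjusted p = 0.0152), and HBB, at -0.83, did not pass (adjusted p = 0.171). In the melanocyte list, TYR (-0.68, adjusted p = 0.0511) and ASIP (0.71, adjusted p = 0.106) did not pass over all probes, and 1 was higher and 1 lower adjusted over the list alone. Which cells expressed them, in the follicle or outside it, was not measured. The camera adjusted p was 0.945 for fibroblasts and 0.821 for skeletal muscle, and the last 3 lists had too few genes for a set test. CA1 was well above background on 1 Aohan and 2 small tail Han arrays, and was lost without small tail Han replicate 3 (adjusted p = 0.0632) and with normexp (0.418). CA1, TPM1 and TNNC2 passed no adjusted form of the methods' t-test, and CNN1 did not pass the one on the scaled signals.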

Besides, the fact thatmost of the differentially expressed genes obtained in this study were related to hair follicle development and wool growth regulation underscores our results.

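Hair genes with a RefSeq name on the array mostly did not differ between the breeds. Of 5 hair keratins, 1 was lower in Aohan fine wool sheep (1 adjusted over the list alone), K38, with a log2 change of -1.75 (SE 0.40, adjusted p = 0.0215). V15 (KRT31 in the reference's synonyms) changed by 0.17, KRT27 by -0.10 and KRT35 by 0.08. The keratin-associated proteins KRTAP5.4 and KRTAP4.3 changed by 0.23 and 0.12 (adjusted p = 0.630 and 0.737). Of 14 genes of hair follicle signalling, 1 was higher (1 adjusted over the list alone), TGFB1. IGFBP1 (-0.80, adjusted p = 0.0932) and IGF2 (0.68, adjusted p = 0.107) did not pass at the probes that stand for them. IGF2 passed at its other probe (1.12, adjusted p = 0.00872), as FGF2 did, so 3 of the 14 genes have a probe that passed. VEGFA (-1.03) and SPRY1 (-1.41), which also passed, are not among the 14. The camera adjusted p was 0.821 for hair keratins, whose median of -0.06 turns to 0.04 with quantile normalization and with the series matrix values, and 0.938 for hair follicle signalling. K38 did not pass without small tail Han replicate 2 (adjusted p = 0.0626) or Aohan replicate 2 (0.0609). K38, TGFB1 and IGF2 passed no adjusted form of the methods' t-test. The paper holds that the breeds differ mainly in wool fibre diameter and speculates that the major difference in expression comes from the wool follicles. It cannot completely exclude that some differences came from skin outside the follicle, and it takes these to be relatively small from a comparison of hairless skin whose data it does not show. It adds that most of its differentially expressed genes relate to hair follicle development and wool growth.

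**Figure D3:**
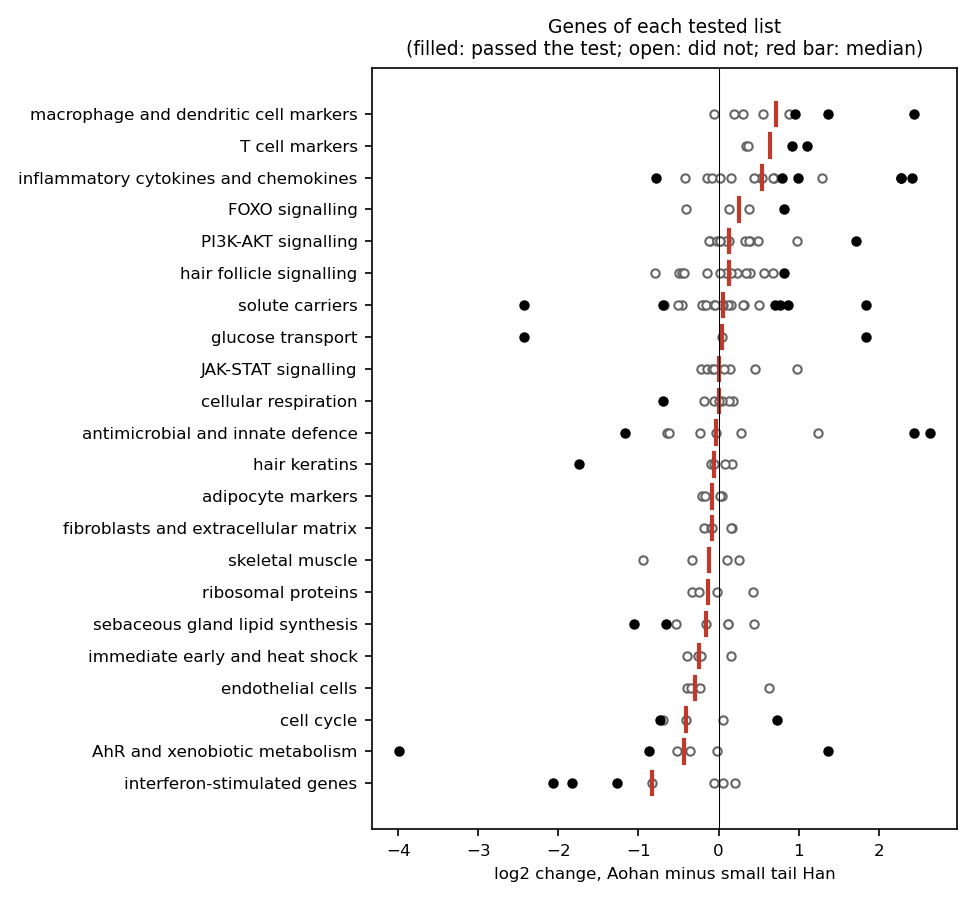
Log2 change (Aohan minus small tail Han) of each gene of the 22 tested lists (filled points passed the test, open points did not; the red bar is the list's median). The highest medians are those of macrophage and dendritic cell markers (0.71), T cell markers (0.65) and inflammatory cytokines and chemokines (0.54), and the lowest is that of interferon-stimulated genes (-0.83).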

In summary, the data presented here indicate that, at the anagen phase, the wool follicle in the bodyside skin of Aohan fine wool sheep shows a distinct expression pattern when compared to that of small tail Han sheep. 

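The 18 probes with the word immunoglobulin in their Table S1 description were higher in Aohan fine wool sheep, with log2 changes of 1.13 to 4.84 and a median of 2.65. Both probes described as MHC class II were higher, by 1.63 and 7.56. Of the MHC class I probes, 1 was higher, by 2.77, and 1 lower, at -3.39, and PSMB8, a proteasome subunit for MHC class I peptides, rose by 1.26 (SE 0.22, adjusted p = 0.00638; 0.67 with normexp). Table S1 holds only probes that the paper called on these animals, so these classes are not an independent set. Of 9 genes of antimicrobial and innate defence, 2 were higher, LTF and LYZ, and 1 was lower, LOC100125357 (3 higher and 1 lower adjusted over the list alone). The beta-defensin SBD2 (-2.76) and LOC443321 (lysozyme 2a, 2.67), which also passed, are not among the 9. CATHL3, at 1.24, did not pass (adjusted p = 0.0815). PSMB8, LYZ and LOC100125357 passed no adjusted form of the methods' t-test. The list's median was -0.03 while its mean was 0.43 and camera pointed to higher expression (adjusted p = 0.709; over the 8 genes with a value on every array the median was 0.12). No probe of the immunoglobulin and MHC class II lists has a RefSeq name, so these 2 lists were not tested as sets.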

Microarray analysis indicated that most of the genes putatively related to wool diameter regulation could be assigned into different categories, including regulation of receptor binding, growth factor activity and immune response. Several gene families might be involved in hair diameter regulation, including growth factors, immune cytokines, solute carrier families, cellular respiration and glucose transport. Proteomic analysis also identified several differentially expressed proteins. This comprehensive study could serve as a starting point of further investigations leading to a better understanding of the molecular mechanisms regulating wool diameter and to the identification of new strategies leading to the production of fine wool.

## Methods

### Animals and sample preparation

Animal handling was performed according to the animal protocols defined by national and local animal welfare bodies. All animal work was approved by the Shandong Province Biological Studies Animal Care and Use Committee^28^.

In August 2010, one male and two female sheep of the Aohan fine wooland small tail Han sheep (one-year-old) breeds respectively, were used in this study. Animals from each breed were half siblingssharing the same male parent. Full-thickness whole skin (including epidermis and dermis) was sampled from the body side skin(more wool growing) of these six animal sunder local anesthesia. These samples were used for both transcriptome and proteome analysis. The skin area sampled was approximately 1 cm^2^. After removal, all samples were immediately stored in liquid nitrogen for RNA and protein extraction^28^. A total of 15, 208 probes encoding proteins were spotted on this Agilent Sheep Gene Expression Microarray (Santa Clara, CA, USA)^28^.

### RNA extraction and microarray hybridization

Total RNA was extracted using TRIzol (Invitrogen). The extraction was performed according to the manufacturer’s protocol^28^. RNA integrity and concentration were evaluated by Nanodrop. Our experiments were accomplished at 2010, when Agilent 2100 Bioanalyzer were not available in China. So we deployed Nanodrop and agarose gel electrophoresis to detect the quality of RNA samples. The hybridization of the RNA samples to the Agilent Sheep Gene expression Microarray (Santa Clara, CA, USA)^28^ was performed by the Kangchen Biotechnology Limited Company (Shanghai, China).

### Microarrays data analysis

After hybridization and washing, microarray slides were scanned with the GenePix 4000B microarray scanner (Molecular Devices, LLC., USA) ^28^. The resulting text files extracted from Agilent Feature Extraction Software (version 9.5.3) were imported into the Agilent Gene Spring GX software (version 7.3) for further analysis^28^. Differentially expressed genes were screened bystudent’s T-test. False discovery rate (FDR) values were generated using permutations of the repeated measurements to estimate the percentage of genes identified by chance^61^.A P valueof0.05 and a FDR value of 0.05 were set as a threshold. 

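The p-values of Table S1 equal those of Student's t-test on the authors' series matrix values for all 702 probes within 1%, and the log2 changes differ by at most 6.51e-06. CCND2, ETS2 and LOC101122127 of Table S2 pass this test on these values. The FDR column equals a Benjamini-Hochberg adjustment over 15008 probes within 1% for 675 probes, with ratios from 0.976 to 1.00. At both thresholds of 0.05 the methods' t-test, with Benjamini-Hochberg adjustment, gives 704 probes on these values, the 702 of Table S1 and 2 more. On the scaled signals with the filter on dim probes, the methods' t-test gives 3234 probes at the P value alone and 712 with the adjustment, 321 of them higher in Aohan sheep.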

Clustering analysis of all differentially expressed genes was performed using Cluster 3.0^62,63^ to analyze the similarity in the expression patterns among different species/breeds^28^. The functional annotation of differentially expressed genes was performed by the DAVID (The Database for Annotation, Visualization and Integrated Discovery) gene annotation tool (http://david.abcc.ncifcrf.gov/)^28,64^.

### qPCR confirmation

Total RNA samples prepared for microarray analysis were also used for qPCR confirmation^28^. Reverse transcription was performed using RevertAid First Strand cDNA Synthesis Kit (MBI Fermentas, Vilnius, Lithuania) according to the manufacturer’s protocols^28^. Primers were designed with the Primer-BLAST program (https://www.ncbi.nlm.nih.gov/tools/primer-blast/)^28^. Primer sequences, melting temperatures and product sizes are described in Table 1.

**Table 1:** Oligonucleotides used for qPCR confirmation.

**Gene**	**Primer sequence (5′-3′)**	**Tm (°C)**	**Target size (bp)**
GAPDH^b^	Forward: GGAGCACGAGAGGAAGAGAGA Reverse: GCCTTGAGGATGGAAATGTATG	60	103
IL8	Forward: GGCCAGGATTCACGAGTTCC Reverse: TCCCGTTTCTCCAAATTCATGC	60	230
CYP1A1	Forward: CAGAGACCACTCTTCCCAGC Reverse: GGGTTCTTCCCCAAGGTCAG	60	259
UBE2E1	Forward: CACCTTCACACCGGAGTACC Reverse: GGTTAGTGCTGGGCTCCAAT	60	133
SLC2A5	Forward: CTACGCAGACCAGATTTACC Reverse: CCATAAGTTCCACCACGA	60	125
PNRC1	Forward: TTTTGGCAGGATTCTGTTTC Reverse: CAGTGACTAGGAGGCTTTGG	60	194
AMP18	Forward: GATAACAACAACAGTGGTGGAA Reverse: TAGATCAGGCTCTTGGGAGG	60	281
VCAM1	Forward: TCAGTTAGAGGATGCGGGAGT Reverse: AGGCGGACGAACAATAGAGC	60	149
CD1D	Forward: GGTATCTGCGAGTAACCCTG Reverse: GACTAAGCCTCCAACAAACAG	60	185

^a^The annealing temperature represents the optimal temperature during quantitative PCR^28^;

^b^RNA levels of GAPDH was assayed for normalization during quantitative PCR^28^.

### Tissue protein extraction

For protein extraction by homogenization, 1% protein inhibitor cocktail and 2% IPG-buffer were added in advance to lysis buffer (42% Urea, 15.2% Thiourea, 4% CHAPS, 1% DTT)^28^. This buffer is then added onto skin tissue previously cut into small pieces by ophthalmic scissors^28^ at the ratio of 1:7 (weight/volume). After tissue homogenization, the tissue slurry is placed at 4 °C for 1 h, vortexing it every 15 min. Following this incubation, samples are centrifuged at 40,000 g for 30 min. Supernatant is separated and store it at −80 °C. Protein concentration was determined by the Bradford method.

### One-dimensional electrophoresis

Add 0.5% IPG-buffer into 150 μg protein sample (400–600 μL), and place it into One-dimensional electrophoresis instrument^28^. The programme is as below:

Step-n-hold

S130 V 6 h

S2 60 V 6 h

Gradient

S3 500 V 1 h

S4 1000 V 1 h

S5 3000 V 3 h

S6 8000 V 3 h

Step-n-hold

S7 8000 V 20 h

### 2-dimensional (2-D) SDS-PAGE preparation

Tris-HCl (PH = 8.8), Monomer storage (30% Acrylamid and 0.8% NN′-methylenebisacrylamid), 10×electrophoresis buffer (3.03% Tris-Base, 14.4% Glycine, 1% SDS), balanced solution (36.05% Urea, 5% Tris-HCl, 2% SDS, 34.5% Glycerine)^28^.

The electrophoresis programme used for the second dimension SDS-PAGE is as follows^28^:

Transfer: Voltage 300 v, Current 50 mA, Time 1 h.

Separation: Voltage 300 v, Current 200~250 mA, Time 4~5 h.

Fixative preparation: 40% Ethanol and 10% Acetic acid.

Fixation: take out the rubber strip and put it into Fixative for 1 h.

### Staining and comparison of expression levels

Gels were silver stained, scanned and analysed using Image Master TM 2D platinum software (Version 5.0, GE Healthcare, San Francisco, CA, USA)^28^. The expression level was determined by the relative volume of each spot in the gel and expressed as %Vol (%Vol = [spot volume/Σvolumes of all spots resolved in the gel])^28^. We calculated the means and standard deviations of both sample groups and assessed statistical significance with Student’s t-tests using Image Master TM 2D platinum software^28^. P values < 0.05 were considered statistically significant^28^.

### Identification of altered proteins by mass spectrometry (MS)

Protein spots with significant differences between the two groups were excised, dehydrated in acetonitrile, and dried at room temperature^28^. Gel pieces were denatured, alkylated, trypsin digested and analysed by an Ultraflex II MALDI-TOF-TOF mass spectrometer (Bruker Daltonics GmbH, Bremen, Germany) under the control of FlexControl TM 2.4 software (Bruker Daltonics GmbH)^28^. Acquired peptide mass fingerprint (PMF) were processed using the software Flex Analysis^TM^ 3.0 (Bruker Daltonics, Bremen, Germany)^28^. The peak detection algorithm was: SNAP (Sort Neaten Assign and Place); S/N threshold: 1.5; Quality Factor Threshold: 50. The tryptic auto-digestion ion picks (trypsin [108–115] 842.5094 Da, trypsin [58–77] 2211.104 Da) were used as internal standards^28^. The resulting peptide mass lists were used to search the Matrix science database (http://www.matrixscience.com)^28^. The following search parameter criteria were used^65^: mass tolerance 100 ppm, miss cleavage ≤ 1, modification comprises Carbamidomethyl and methionine oxidation^28^. Matched peptides number between experimental PMF and theoretical PMF ≥ 5^28^.

## Supplementary information

Supplementary information

Supplementary information2

Supplementary information3

# Supplementary material for: Discovery of genes and proteins possibly regulating mean wool fibre diameter using cDNA microarray and proteomic approaches
**Source:** Sci Rep. 2020 May 7;10:7726. doi: 10.1038/s41598-020-64903-7
**Supplement:** Supplementary file 2 — Supplementary information2

Exploring differentially expressed genes and proteins in the skin of  
Chinese fine and coarse wool sheep breeds using cDNA microarray and  
proteomic approaches

**Jinshan Zhao<sup>1,2,3,4,\*</sup>, Huaiyuan Qin<sup>1,\*</sup>, Jingjing Xin<sup>1,\*</sup>, Nan Liu<sup>1</sup>, Rongwei Han<sup>1</sup>,  
FM Perez Campo<sup>5</sup>, Hegang Li<sup>1,2,3</sup>**

**\*These authors contributed equally to this work.**

**Table S2 DE genes and their relation to different aspects of hair follicle growth <sup>1</sup>**

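Table S2 groups probes of Table S1 by family, from growth and transcription factors to glucose transport. A positive fold change stands for a higher signal in Aohan fine wool sheep and a negative one for a higher signal in small tail Han sheep, so -1.88 for VEGFA is a fall. The folds are the ratios of Table S1 with that sign. They were made from the difference of the breeds' mean log2 values after the authors' normalization.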

| Factor Family                                           | Gene description                                                                                                                                                                   | probe set ID | Fold Change |
|---------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|-------------|
| <b><i>Growth and transcription factors</i></b>          |                                                                                                                                                                                    |              |             |
| <b><i>Fibroblast growth factor (FGF)</i></b>            |                                                                                                                                                                                    |              |             |
| FGF2                                                    | Ovis aries fibroblast growth factor 2 (basic) (FGF2)                                                                                                                               | A_70_P039492 | 1.93        |
| <b><i>Vascular endothelial growth factor (VEGF)</i></b> |                                                                                                                                                                                    |              |             |
| VEGFA                                                   | vascular endothelial growth factor A                                                                                                                                               | A_70_P061521 | -1.88       |
| <b><i>Other transcription factors</i></b>               |                                                                                                                                                                                    |              |             |
| LOC494431                                               | Ovis aries transcription factor YY1 mRNA, partial cds. [AY656760]                                                                                                                  | A_70_P003261 | 1.92        |
| TFAP2A                                                  | Ovis aries transcription factor AP-2 alpha (activating enhancer binding protein 2 alpha) (TFAP2A), mRNA [NM_001009745]                                                             | A_70_P039521 | 1.64        |
| ETS2                                                    | Ovis aries transcription factor Ets-2 mRNA, partial cds. [AF057716]                                                                                                                | A_70_P049396 | 1.37        |
| CREBZF                                                  | PREDICTED: Ovis aries CREB/ATF bZIP transcription factor (CREBZF), mRNA [XM_004019767]                                                                                             | A_70_P002046 | -2.37       |
| <b><i>Cytokines</i></b>                                 |                                                                                                                                                                                    |              |             |
| VCAM1                                                   | ovine_partialCDS_VCAM1 texel sheep partial heterologous PCR in lymph node Ovis aries cDNA similar to ovis aries Vascular cell adhesion molecule 1, VCAM1, mRNA sequence [ES414810] | A_70_P059931 | 1.98        |
| <b><i>Ubiquitination</i></b>                            |                                                                                                                                                                                    |              |             |
| UBE2E1                                                  | PREDICTED: Ovis aries ubiquitin-conjugating enzyme E2E 1, transcript variant 1 (UBE2E1), mRNA [XM_004021822]                                                                       | A_70_P059781 | -3.83       |
| LOC101122127                                            | PREDICTED: Ovis aries ubiquitin-40S ribosomal protein S27a-like (LOC101122127), mRNA [XM_004015103]                                                                                | A_70_P014911 | 1.50        |
| <b><i>Enzymes</i></b>                                   |                                                                                                                                                                                    |              |             |
| <b><i>Cytochrome P450</i></b>                           |                                                                                                                                                                                    |              |             |
| CYP17A1                                                 | Ovis aries cytochrome P450, family 17, subfamily A, polypeptide 1 (CYP17A1), mRNA [NM_001009483]                                                                                   | A_70_P012531 | 2.27        |
| CYP1A1                                                  | Ovis aries cytochrome P4501A1 (CYP1A1), mRNA [NM_001129905]                                                                                                                        | A_70_P041841 | -14.77      |

| <b><i>CD antigens</i></b>                    |                                                                                                                                       |              |       |
|----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------|--------------|-------|
| CD1D                                         | Ovis aries CD1d molecule (CD1D), mRNA [NM_001123001]                                                                                  | A_70_P002727 | -2.77 |
| <b><i>Cyclin dependent</i></b>               |                                                                                                                                       |              |       |
| CDK1                                         | Ovis aries cyclin-dependent kinase 1 (CDK1), mRNA [NM_001142508]                                                                      | A_70_P047446 | 1.55  |
| CDKN1C                                       | Ovis aries cyclin-dependent kinase inhibitor 1C (p57, Kip2) (CDKN1C), mRNA [NM_001142510]                                             | A_70_P004976 | -1.56 |
| CCND2                                        | 020605ONLN034043HT ONLN Ovis aries cDNA, mRNA sequence [EE828214]                                                                     | A_70_P005691 | 1.25  |
| <b><i>Solute carrier families (SLCs)</i></b> |                                                                                                                                       |              |       |
| SLC2A5                                       | Ovis aries solute carrier family 2 (facilitated glucose/fructose transporter), member 5 (SLC2A5), mRNA [NM_001009451]                 | A_70_P051037 | -7.17 |
| SLC35F2                                      | PREDICTED: Ovis aries solute carrier family 35, member F2 (SLC35F2), mRNA [XM_004015996]                                              | A_70_P032446 | -5.64 |
| SLC25A4                                      | Ovis aries solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 4 (SLC25A4), mRNA [NM_001127278] | A_70_P011181 | -1.44 |
| SLC38A2                                      | PREDICTED: Ovis aries solute carrier family 38, member 2, transcript variant 2 (SLC38A2), mRNA [XM_004006422]                         | A_70_P043642 | 6.00  |
| <b><i>Cellular respiration</i></b>           |                                                                                                                                       |              |       |
| SLC25A4                                      | Ovis aries solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 4 (SLC25A4), mRNA [NM_001127278] | A_70_P011181 | -1.44 |
| ATP6V1B2                                     | PREDICTED: Ovis aries ATPase, H <sup>+</sup> transporting, lysosomal 56/58kDa, V1 subunit B2 (ATP6V1B2), mRNA [XM_004004217]          | A_70_P031221 | -1.68 |
| <b><i>Glucose transport</i></b>              |                                                                                                                                       |              |       |
| SLC2A5                                       | Ovis aries solute carrier family 2 (facilitated glucose/fructose transporter), member 5 (SLC2A5), mRNA [NM_001009451]                 | A_70_P051037 | -7.17 |
| GLUT-1                                       | Ovis aries glucose transporter type 1 (GLUT-1) mRNA, partial cds. [U89029]                                                            | A_70_P026062 | -1.97 |

## References

- 1 Stenn, K. S. & Paus, R. Controls of hair follicle cycling. *Physiol Rev* **81**, 449-494 (2001).

How the deposited data were processed for this re-analysis (not part of the article)

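Gene expression was measured with 1-colour (Cy3) Agilent sheep arrays in full-thickness body side skin (about 1 cm2) of 3 Aohan fine wool sheep and 3 small tail Han sheep, 1 array per animal, at 12 months of age. Each breed had 1 ram and 2 ewes, and the labels do not tell which animal was the ram. Proteome files were not used here, and protein values are those of Table S3.

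The authors extracted the scanned images with Agilent Feature Extraction 10.5.1.1, per the file headers, which gave background-subtracted Cy3 intensities per spot with no normalization between arrays. A multiplicative surface correction is recorded in the headers except on small tail Han replicates 2 and 3. The series matrix holds log2 values that the authors normalized between arrays. The paper's methods name the software for this step but not the method, and the median of all 6 columns is 8.31.

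For each array, control spots and spots with an outlier mark were dropped, log2 of the processed intensity was taken, the array's 75th percentile over non-control probes was subtracted, and spots of 1 probe were averaged. Outlier marks touched 95 probes. Probes well above background on at least 3 of the 6 arrays, with at least 2 values per breed, were tested. This left 12481 of 15008 probes, with 10325 well above background on all 6 arrays, 1305 on none and 22 left out for too few values. The number of arrays limits the precision. Over 50 probes with 5 spots, the median coefficient of variation was 7.77% to 8.91% on the small tail Han arrays and 11.2% to 19.6% on the Aohan arrays.

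The breeds were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment at 0.05 over all tested probes. On data simulated at this size, 42 of 100 probes changed by a log2 of 1 and 97 of 100 changed by a log2 of 2 passed, with 5 unchanged probes passing and 0 when no probe was changed. A t-test with the same adjustment recovered 2 changed probes, while on the real scaled signals it gave 712. Far fewer probes were changed in the simulation than passed in the real data, so its shares need not carry over. Where no array of 1 breed was well above background, the fold is a lower bound, taken against each array's lowest signal among probes well above background. Single probes were also compared with an exact permutation test, which with 3 against 3 cannot give a p below 0.1.

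Gene names come from RefSeq mRNA accessions on the array, found in the sheep reference of assembly ARS-UI_Ramb_v3.0, for 734 of 758 accession-bearing probes. Table S1 named further single probes, which are not in the gene lists. Free-text probe descriptions were not used in gene lists. Of 32 gene lists, 30 had a tested gene and 22 had at least 3 and were tested, with 160 distinct genes, 1 probe per gene. The lists were tested with camera (preset correlation 0.01; also with an estimated correlation) and fry on probes with a value on every array, so the antimicrobial list had 8 genes in camera and 9 in the counts. Arrays were clustered over 12410 probes with 1 minus Pearson's r and average linkage. The correlation with Table S3 used 100000 permutations.

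The genes named are those the paper names as array results in its text, Table S2, Fig. 1 or in colour in Fig. 3; the 10 symbols and 3 probes per direction with the largest change among probes that passed without overlap between the breeds; up to 4 members of smallest p in each list described; and the genes of Table S3 that the paper's text discusses. The values in Tables S1 to S3 and Figs. 1 to 3 had been seen when this rule was written. The result of 1 gene that the rule picks is not reported.

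The alternatives were quantile normalization, normexp background correction (offset 50), the series matrix values, no filter, a filter on all 6 arrays, leaving out each array, no intensity trend, the replicate number as a block, the methods' t-test, other list tests and other clustering choices. The normexp correction was planned on mean spot signals, but the deposited files hold only medians, which were used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3).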

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

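The tests of chance for the count of probes and of folds, of the scan session, of white blood cells, of interferon and of CSN2 were chosen after the results were seen, as was the rule that picked the genes named here.

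Of the 1893 probes that passed, 1325 are not in Table S1, though some are drawn in Figs. 2 and 3. Among genes drawn in Fig. 2 but neither discussed nor listed in Table S1, CSN2 was higher in Aohan fine wool sheep by a log2 of 4.86 (adjusted p = 0.00179), LYZ by 2.88 (adjusted p = 0.00252) and CD1 by 2.48 (adjusted p = 0.0179). TTR changed by -3.67 (adjusted p = 0.000876), KLK1 by -2.60 (adjusted p = 0.00360) and ISG15 by -2.07 (adjusted p = 0.0138). Among genes not drawn there, BGLAP changed by 1.11 (adjusted p = 0.0175), ITGB2 by 0.95, CD3D by 0.92, HSD11B1 by -1.11 (adjusted p = 0.0282), SCD5 by -1.05 and PRLH by -0.996 (adjusted p = 0.0126). CSN2 was well above background on 1 and CD1 on 2 of 3 small tail Han arrays, and TTR on 1 of 3 Aohan arrays. With normexp the log2 changes of CSN2, LYZ, CD1, TTR, KLK1 and ISG15 were 2.09, 1.82, 1.06, -1.76, -1.56 and -1.91. CSN2 did not pass the methods' t-test with adjustment, on any of the 3 sets of values, and TTR did not on the 2 unfiltered sets. CD1, KLK1, ISG15, BGLAP, ITGB2, CD3D, HSD11B1, SCD5 and PRLH did not on any. LYZ, at this probe (LYZ A_70_P051227), did not pass the adjusted t-test on any of the 3 sets, nor limma with the series matrix values (log2 change 1.64, adjusted p = 0.285). For CD3D the adjusted p was 0.0615 without small tail Han replicate 1, 0.118 without small tail Han replicate 2, and 0.0739, 0.0607 and 0.0769 without Aohan replicates 1, 2 and 3. For ITGB2 it was 0.0560 without small tail Han replicate 2. For SCD5 it was 0.109 and 0.101 without small tail Han replicates 2 and 3 and 0.0680 without Aohan replicate 2.

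The number of probes that differ was weighed first. Probes near background on the dimmer Aohan arrays would give more calls among dim probes. With the probes in 4 equal parts by signal, the shares that passed, from dimmest to brightest, were 8.88%, 16.7%, 23.8% and 11.2%. The dimmest part had the lowest share, 0.789 times that of the brightest, which argues against dim signals as the whole cause. The share did not rise steadily with signal. The median size of the changes that passed was largest in the dimmest part (log2 1.50, against 0.91 in the brightest). Scan session stays open, since 0 sessions held both breeds, and session and breed cannot be told apart. A difference in brightness response between the 2 sessions also stays open: only 1 of 10 spike-in RNAs was well above background on all 6 arrays (breed difference 0.37), and 2 were needed. The breeds' sires, and the breeds themselves, are the biological differences in the design and were not tested apart. Of the 10 splits of the arrays into 3 and 3, 1, the real one, gave as many probes as 1893, and the highest other count was 0. For changes above 10-fold it was also 1 of 10, with 42 against 0. The splits are too few for a share under 0.05. At an unadjusted p under 0.05 the other splits gave 63 to 1595 probes, and the 1595 came from small tail Han replicate 1 with Aohan replicates 2 and 3 against the rest.

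Immune genes higher in Aohan skin were weighed next. An interferon response in the Aohan samples would raise interferon-stimulated genes, but of 7 tested none was higher, 3 were lower and their median change was -0.83. This argues against it for these genes, though the list did not pass camera (adjusted p = 0.143). Outside the list, PSMB8 (1.26) and the MHC class II probes (1.63 and 7.56) were higher, and the MHC class I probes went opposite ways (2.77 and -3.39). Whether interferon changed any of these was not tested. A larger share of white blood cells remains a hypothesis: of 12 markers of T cells, macrophages and dendritic cells 5 were higher and none lower, 11 were above 0 and the median was 0.71, yet camera gave adjusted p of 0.0743 and 0.136. CD3E and CD3D were at 2.33 and 0.88 in log2 signal relative to the 75th percentile in Aohan sheep, but signals of different probes cannot be ranked, so no share of cells follows. LYZ is in the list of antimicrobial genes too, and the skin's own cells were not measured apart. Expression within cells and cell number cannot be told apart here.

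CSN2 was weighed last. If milk protein genes were switched on together, the others would rise, but 1 of 5, LTF, was higher, while CSN3 (0.20), LALBA (-0.34), LPO (-0.62) and PAEP (0.29) did not pass. LTF is also an antimicrobial gene, so this stays open. The other CSN2 probe, well above background on every array, changed by 0.060 (SE 0.36, adjusted p = 0.934). A sequence variant or cross-hybridization at 1 probe may give this, and a difference between transcripts was not tested.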

How the results depend on the processing

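The methods' t-test on the unfiltered series matrix values was added after the data were seen, and the other alternatives were set in advance. The planned block by slide or scan session was not run, since each session held 1 breed and the term would coincide with the breed.

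The count of 1893 probes stayed within 1.5 times under quantile normalization, normexp, the series matrix values, no filter, the filter on all 6 arrays and no intensity trend (1516 to 2163). It was 780 to 2248 with 1 array left out, the lowest without small tail Han replicate 2 and the highest without small tail Han replicate 1, with 944 without small tail Han replicate 3 and 1062 without Aohan replicate 3. The methods' t-test gave 3234 at the P value alone, 712 with the adjustment, 708 on quantile values without a filter and 704 on the series matrix values. Under quantile normalization, normexp and the series matrix values, 1802, 1210 and 1754 of the 1893 also passed, all in the same direction. Scaling moved the median change of all probes little (0.00 to 0.03). Changes above 10-fold fell from 42 probes to 13 with normexp and to 21 with the filter on all 6 arrays, which tests fewer dim probes.

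Samples were not paired: the same replicate numbers in both breeds correlated at -0.22, -0.37 and 0.28, and other pairs at up to 0.47. With the replicate block, 1194 probes passed, and 2 gene lists did, macrophage and dendritic cell markers and cytokines.

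No list passed in the reported setting, with quantile normalization or with the series matrix values. None passed with camera at an estimated correlation or with fry for a shift in 1 direction either. With normexp 3 passed (cytokines 0.0130, interferon-stimulated genes 0.00104, aryl hydrocarbon receptor genes 0.0476), without a filter 2 (macrophage markers and cytokines, both 0.0467) and with all probes of a gene 1 (T cell markers, 0.0315). With 1 array left out 0 to 4 passed: 4 without small tail Han replicate 3, 2 without Aohan replicate 3 and 1 without small tail Han replicate 2. The adjusted p over all alternatives ran from 0.00859 to 0.944 for cytokines, 0.0291 to 0.749 for macrophage markers, 0.0311 to 0.749 for T cell markers, 0.00104 to 0.749 for interferon-stimulated genes and 0.0476 to 0.944 for aryl hydrocarbon receptor genes.

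The breeds formed the 2 clusters in each setting, and the separation of 0.0199 became 0.0125 without a filter, 31.2 with Euclidean distance and 0.913 with values centred per probe, the last 2 on other scales. The correlation with Table S3 was -0.287 to -0.132, except that it reversed to 0.218 with the ratio column taken as AS over SS, which swaps the protein groups.

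Of the comparisons of single named probes across settings, 2044 kept their side of the threshold, 173 no longer passed, 56 newly passed and 0 reversed after a call. Probes that did not pass could change sign within the 2044, as KRT27 did (-0.26 to 0.20). For lists, 337 kept their side of the threshold, 0 no longer passed and 15 newly passed, and the median of a list that did not pass could change sign too. The replicate block ended the calls of FGF2, VCAM1, CDK1, SLC25A4, SLC25A20, CD3D, PLAUR, DGAT1 and ALDH1A1, and the fit with no intensity trend those of CD3D, TPM1, SCD5, UGT1A9 and ALDH1A1. Of 73 named probes that passed limma, 30, 27 and 26 did not pass the methods' adjusted t-test on the scaled signals, quantile values and series matrix values, and 25 passed on none of the 3. Where no reason is given above, the cause was not tested. Signal over background limits what can be seen: probes near background give only bounds on a fold.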

Differences from the paper's values

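The match of Table S1 with the methods' t-test on the series matrix values was examined after the values were seen.

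Counts are taken to differ where one is more than 1.5 times the other. The paper reports 702 differentially expressed probes, at a P value and an FDR of 0.05 from Student's t-test, and 1893 passed here at an adjusted p of 0.05 alone from limma. Of the alternatives set before the data were examined, 4 came within 1.5 times of the paper's count and the other 12 did not. These were without small tail Han replicate 2 (780), without small tail Han replicate 3 (944), the methods' t-test with P and BH (712) and the methods' t-test on quantile values without a filter (708). The paper gives 280 higher in Aohan sheep, against 945 here, and 343 without small tail Han replicate 2 and 321 and 293 under these same 2 forms of the t-test came within 1.5 times, while the other 13 did not. It gives 422 lower, against 948 here. Within 1.5 times were 437 without small tail Han replicate 2, 481 without small tail Han replicate 3, 629 without Aohan replicate 3, close to that limit, and 391 and 415 under these 2 forms of the t-test, and the other 11 were not. The methods' t-test on the unfiltered series matrix values, chosen after seeing the values, gives 704 and drops 0 of the paper's 702 probes. The paper's methods state that the FDR came from permutations.

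The paper's correlation of transcript and protein changes is 0.1634, and here it is -0.218 (SE 0.24, permutation p = 0.381). Correlations are taken to differ where the signs differ or the values lie more than the SE apart, and these 2 have opposite signs. Whether they differ beyond sampling error was not tested. Taking the ratio column as AS over SS, as the text does for BMP4, KRT1, SFN (by the sum of 2 spots with opposite ratios) and FGFR3 (if the control group it names is small tail Han sheep) but not for KRT5, gives 0.218 and the paper's sign, and the other 14 alternatives keep the negative sign. The genes behind the paper's value are not listed, so the sets of genes can differ. For the 8 spots with an mRNA level in Table S3, that level and the ratio column as printed had r = 0.232, which has the paper's sign. Whether the paper's value came from these spots was not tested.

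Log2 changes of 35 probes were set beside Table S1 and are taken to differ where they lie more than the replicate SD apart or in opposite directions. All 35 had the same direction, and 30 were not taken to differ. These 30 include AGPAT1, for which only a bound on the fold holds. Its difference of 0.53 was the largest (-4.11 in Table S1 against a fitted -3.58). It exceeded the SD of AGPAT1 in Aohan sheep (0.31) and in small tail Han sheep (0.43), so AGPAT1 lies outside the stated limit. For CCND2 the paper's value is 0.32 and 0.36 was found, which are within the replicate SD with the series matrix values or without small tail Han replicate 3 or Aohan replicate 3, and not under the other 13. For SLC25A4 the paper's value is -0.53 and -0.70 was found, which are within the replicate SD with quantile normalization, normexp, the series matrix values or the t-test on quantile values, and not under the other 12. For ATP6V1B2 the paper's value is -0.75 and -0.94 was found, which are within the replicate SD with quantile normalization, the series matrix values, the t-test on quantile values or without small tail Han replicate 2 or 3 or Aohan replicate 2, and not under the other 10. For LOC443313 the paper's values are 4.75 and 4.10, and 5.28 and 4.52 were found. The first pair is within the replicate SD with normexp, the series matrix values or without small tail Han replicate 3 or Aohan replicate 2, and not under the other 12. The second pair is within it with the series matrix values or without Aohan replicate 2, and not under the other 14.

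The paper lists ETS2, LOC101122127 and CCND2 as differentially expressed. At its probe, ETS2 A_70_P049396, ETS2 did not pass here (log2 change 0.39, adjusted p = 0.223) but did with quantile normalization (0.0120), the series matrix values (0.0109) and both unfiltered t-tests, within a range of 0.0109 to 0.463 over the alternatives. LOC101122127 A_70_P014911 did not pass (0.48, adjusted p = 0.311) but did with quantile normalization (0.00181), the series matrix values (0.00248) and both unfiltered t-tests, within a range of 0.00181 to 0.854. CCND2 did not pass (adjusted p = 0.105) except under the 4 forms of the methods' t-test, the one on the series matrix values chosen after seeing the values.

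The paper states that qPCR went with the arrays for the genes it measured, and in Fig. 1 AMP18 is higher in Aohan sheep. For 7 of the 8 genes the arrays had the direction of Fig. 1. At the tested AMP18 probes the log2 changes were -1.18 and -1.11, and its remaining probe, not well above background on any array, gave 1.26 without a filter (adjusted p = 0.140). Table S1 lists all 3 probes, the tested 2 as lower in Aohan sheep and the remaining 1 as higher.

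Fig. 3 draws 45 single genes in black, for no change. Of 17 with a tested probe 10 did not pass, while 6 were higher (IL6, IL7, ITGB1, IL5, IL10 and TGFB1) and 1 was lower (IL12A, -1.26). None of these 7 passed the methods' t-test with adjustment. The paper states that most of its differentially expressed genes relate to hair follicle development and wool growth. Of the genes with a RefSeq name, 1 of 5 hair keratins, 0 of 2 keratin-associated proteins and 1 of 14 hair follicle signalling genes passed at the probe that stands for the gene (3 of 14 at any probe, with IGF2 and FGF2), while 1695 of the 1893 probes have no gene name and cannot be assigned. These are shares of the hair lists, which leave out VEGFA and SPRY1, both of which passed. The paper's statement is about the share of its differing genes. That share was not counted, so the statement was not tested here.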

Other observations

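The test of gene lists in other splits of the arrays was chosen before its result was seen, and the choice of probe pairs after.

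Interferon-stimulated genes were lower in Aohan fine wool skin. ISG15 changed by -2.07 (SE 0.43, adjusted p = 0.0138), MX2 by -1.82 (SE 0.39, adjusted p = 0.0159) and RTP4 by -1.26 (SE 0.29, adjusted p = 0.0219), while MX1, at -0.83, did not pass (adjusted p = 0.178). Of 7 genes 3 were lower and none higher (3 and 0 adjusted over the list alone), and the camera adjusted p was 0.143. The median of -0.83 was -1.15 with normexp, -0.75 with quantile normalization and -0.67 with the series matrix values. MX2 did not pass without Aohan replicate 3 (adjusted p = 0.0525), nor RTP4 without Aohan replicate 2 (0.0557), Aohan replicate 3 (0.0553) or small tail Han replicate 2 (0.0560), and ISG15, MX2 and RTP4 passed none of the 3 adjusted forms of the methods' t-test.

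Of 4 immediate early and heat shock genes none passed limma (0 adjusted over the list alone and 0 at an unadjusted p under 0.05; camera adjusted p = 0.709), with ZFP36 at -0.40. Of 4 ribosomal protein genes none passed either (0 over the list alone and 0 at an unadjusted p under 0.05; camera adjusted p = 0.983), with RPSA at 0.44. ATF4, of the stress of the endoplasmic reticulum, changed by 0.27 (adjusted p = 0.304), and SQLE, of cholesterol synthesis, by 0.10 (adjusted p = 0.853).

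Other probes of a gene were compared for 48 genes with at least 2 tested probes and at least 1 that passed. Of 50 other probes, 48 changed in the same direction, 23 passed and 45 lay within a log2 of 1, with r = 0.878 across probes, which are not independent replicates. Wide gaps outside CSN2 and IL8 were those of GGTA1 (2.35 and 0.62), IL12A (-1.26 and 0.16) and HSD11B1 (-1.11 and -0.03).

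In the real split of the arrays 0 gene lists passed, so all 10 of the 10 splits gave at least as many by construction and the comparison carries no information. The highest other split gave 3.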
